A study of Arabidopsis thaliana with 20 samples.

How the data were processed

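The data are 20 sequencing libraries of plastid DNA from Arabidopsis thaliana, made by in vivo protein occupancy display (IPOD). In this assay protein is crosslinked to DNA, the DNA is fragmented, and the protein-bound part is recovered (IPOD) beside unfractionated DNA (input). The leaf libraries came from 14-day-old wild-type Col-0 plants grown on soil, with the chloroplasts crosslinked after isolation. The seedling libraries came from plants of about 4 days, Col-0 or the ptac3 mutant, grown on plates and crosslinked before the chloroplasts were isolated. Leaf and seedling libraries therefore differed in age, tissue, growth and crosslinking order at the same time, and no test was made between them.

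The deposited values are a coverage signal: the number of reads over each base of the plastid genome, as whole numbers, with 1 column per library and no scaling between libraries. The header of the leaf file gives positions on TAIR10. Read length, the aligner, filters, duplicate removal and the placement of reads that match both copies of the inverted repeat are not stated. A read covers many neighbouring bases, so the values are not counts of separate reads and count models were not used. The files hold 154477 positions. Mean depth per library ran from 54.5 to 3383, and between 1 and 184 positions per library had no reads.

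Each library was grouped by its title. The third Col-0 IPOD library of the seedlings has a title that says Col-0 and a cell line label that says ptac3; it was kept with Col-0. The ptac3 libraries carry the word wild type as their genotype label and were grouped as ptac3 by title and cell line.

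Genes were taken from a gene table of the TAIR10.1 assembly, which lists 129 plastid genes, by their position on the circle, and no coordinate of that table is printed. Whether its numbering runs with that of the files was checked on the inverted repeat. The 7 of 7 genes annotated in both copies gave a sum of mirrored positions of 238649, and the depth of each of the 20 libraries was most alike between the copies at the same sum. The copy from 84171 to 110436 was kept and the second, from 128213 on, was left out. Mean depth of the first copy was 0.987 to 1.04 times that of the second. This left 2564 bins of 50 bp and 111 genes of at least 70 bp, introns included. A gene symbol shared by several genes is followed by its locus tag where the text names more than 1 of them. The difference between the copies also gave an estimate of counting noise, a standard deviation (SD) of 0.019 to 0.20 on the log2 scale per bin of the repeat.

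Depth per bin or gene was divided by the mean of the library, 10% of the median bin was added, and the log2 was taken. IPOD was compared with input by limma 3.58.1 (lmFit and eBayes, R 4.3.3). The leaf libraries were fitted alone and the 12 seedling libraries together, with the genotype difference as (ptac3 IPOD minus ptac3 input) minus (Col-0 IPOD minus Col-0 input). A bin or gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all bins or all genes. A filter on bins at 0 in most libraries removed 0 bins. On simulated depths built from the real libraries, with 200 of 2564 bins changed by 1 on the log2 scale, the unpaired fits recovered 64% of them in leaf, 95% in Col-0 and 79% for the genotype difference. The share of false calls was 0.775%, 5.47% and 5.95%. These shares describe the simulated depths, and recovery and false calls in the real libraries were not measured.

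The IPOD and input libraries of 1 group carry the same numbers. To see whether equal numbers pair them, the deviation of each IPOD library from its group mean was correlated over bins with that of the input library of the same number. In leaf r was 0.84, 0.81, 0.92 and 0.63, so the numbers were taken as pairs and a fit with the number as a block is given beside the unpaired one. Libraries of unequal number were not compared in this check. The likeness of libraries 1 and 3, apart from 2 and 4, could also give a high r. The log2 depth of leaf IPOD library 3 had an r of 0.546 with input library 1 and of 0.538 with its own input. On simulated depths the leaf fit with the block recovered 90% of the changes, with 2.70% false calls. A higher recovery than in the unpaired leaf fit does not test the pairing, because simulated depths cannot show whether the real numbers are pairs. Whether these shares carry over to the real leaf libraries, with 1 and 3 apart from 2 and 4, was not tested. In ptac3 seedlings r was 0.771, 0.228 and 0.750, and the numbers were taken as pairs there too. The r of number 2 lay within the range of the Col-0 numbers, 0.023 to 0.257. A block in ptac3 gave 0 bins and 0 genes, the same as without it. The Col-0 seedling fits and the genotype difference were not paired. Per-pair ratios of the seedlings, and SDs of ratios, set libraries of the same number against each other.

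Gene classes were compared by the mean log2 ratio of their genes or bins. A rotation test shifted the profile around the genome against the annotation 999 times; it is a permutation test with a smallest p of 0.001. On 100 simulated profiles with no change built in, 2% had p under 0.05, and with 0.3 added at tRNA genes 100% did. Exact permutation tests over libraries were two-sided, and the smallest p they allow is 0.02857 for 4 against 4 and 0.1 for 3 against 3. The 18 rotation tests and the 6 exact tests were each adjusted as a family by Benjamini-Hochberg. The lists of genes read mainly by the plastid-encoded RNA polymerase (PEP, 27 photosynthesis genes) or by the nuclear-encoded polymerase (NEP, rpoB, rpoC1, rpoC2, accD, ycf1, ycf2, clpP and rps15) were written from general knowledge and are an approximation.

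The groups, the unpaired fits, the gene lists, the threshold and the alternatives of bin size, pseudocount, scaling, limma-trend with robust variances, replicate block, own groups only, both repeat copies, medians and leaving out each library were fixed before the data were examined. So was the rule for naming genes: psbA, rbcL, rrn16S, rrn23S, rpoB and accD always, and the 5 highest and 5 lowest called genes whose libraries do not overlap, in leaf and for the genotype difference. Removal of a trend with input level, changes to the paired leaf fit, splits of the leaf libraries by number, the comparison of tRNA genes and of the rRNA operon, and the profile correlations with ptac3 were added after the data were seen. The gene-level count and the named genes of Col-0 seedlings and of the paired leaf fit were also chosen after their values were seen. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Base composition was not analysed here, since no genome sequence was used.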

Results

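Protein occupancy of the plastid genome was measured in 4 IPOD and 4 input libraries of Col-0 leaves, in 3 and 3 libraries of Col-0 seedlings, and in 3 and 3 libraries of ptac3 seedlings. PTAC3 is a protein of the plastid transcription machinery. Mean depth was 120, 54.5, 1078 and 943 reads per base in leaf IPOD libraries 1 to 4, and 451, 138, 3383 and 1681 in leaf input libraries 1 to 4. In Col-0 seedlings it was 113, 220 and 138 for IPOD and 192, 441 and 213 for input. In ptac3 seedlings it was 132, 330 and 166 for IPOD and 120, 325 and 200 for input. At the lowest depth, in leaf IPOD library 2, counting noise had an SD of 0.20 per 50 bp bin of the inverted repeat on the log2 scale. The mean depth of this library in the first copy was 84.9, so noise can be higher in shallower bins elsewhere. Over the bins of the repeat, differences between replicates had a variance of 1.58 to 853 times the counting noise. The lowest ratio was that of Col-0 IPOD libraries 2 and 3.

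Replicates were alike in seedlings and not in leaf. Between input libraries of the same seedling genotype, Pearson's r of the log2 depth over bins was 0.936 to 0.979. Leaf inputs 1 and 3 had an r of 0.944 and leaf inputs 2 and 4 of 0.776, while r across these sets was -0.19 to 0.33. Leaf inputs 2 and 4 resembled the seedling inputs, with r of 0.686 to 0.846, and leaf inputs 1 and 3 did not, with r of -0.22 to -0.095. The labels give no batch that follows these numbers. The rRNA genes took 2.25% and 2.40% of the depth in leaf inputs 1 and 3, 14.3% and 6.04% in leaf inputs 2 and 4, and 10.6% to 16.1% in the seedling inputs. Values within libraries 1 and 3 and within libraries 2 and 4 are given beside the leaf values. Bins are not independent replicates, and these correlations describe likeness only.

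**Figure D1:**
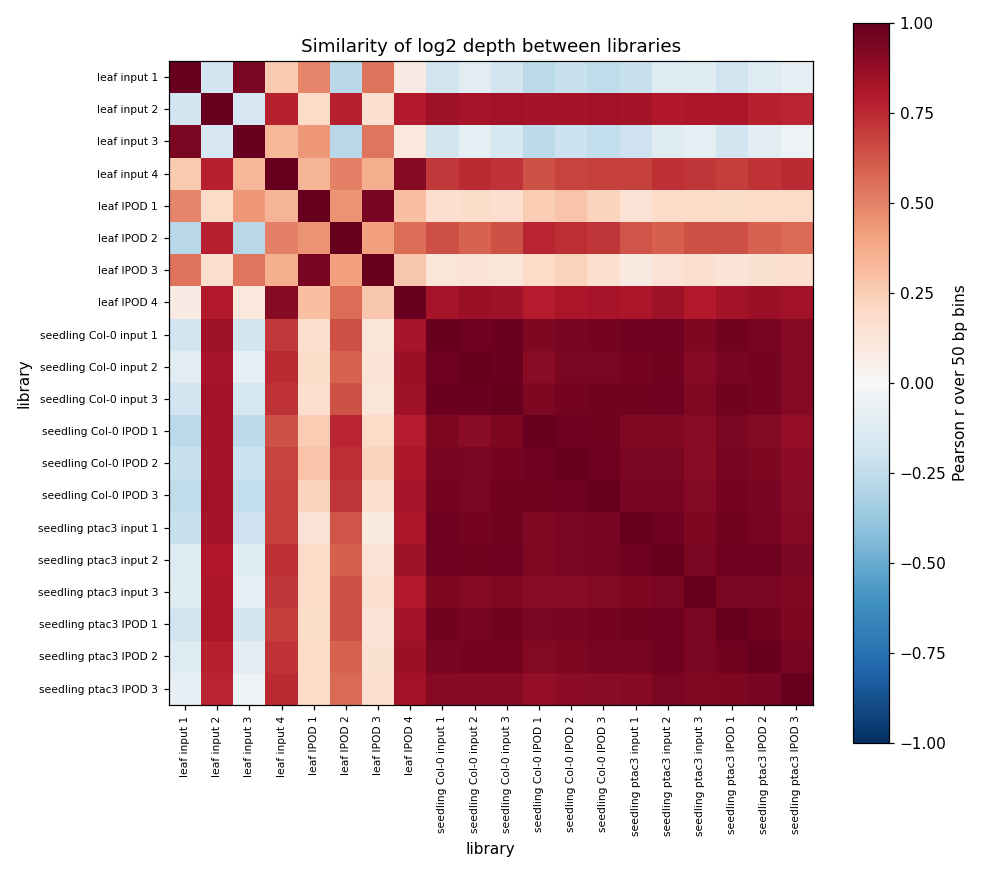
Pearson's r of log2 depth over 50 bp bins between each of the 20 libraries, shown as colour from -1 to 1. Leaf libraries 1 and 3 stand apart from leaf libraries 2 and 4 (inputs: r of 0.944 within the first set, -0.19 to 0.33 across), and the seedling libraries form 1 block.

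The first comparison asks where on the plastid genome DNA is recovered with protein above input in leaf. The unpaired fit of 4 IPOD against 4 input libraries called 0 enriched and 0 depleted of 2564 bins. At an unadjusted p under 0.05 there were 80 and 28. Among changes of a single choice that kept all 8 libraries, the replicate block moved this result most. With libraries paired by number 130 bins were enriched and 35 depleted, so 78.8% of the calls were higher. Centring each library on its median gave 188 and 10 in the paired fit, 94.9% higher, and moved the median of all bins from -0.13 to -0.019 on the log2 scale. Within libraries 1 and 3 there were 553 enriched and 1079 depleted bins, and within libraries 2 and 4 there were 0 and 0, with 3 and 0 at an unadjusted p under 0.05. The paired calls changed when 1 pair was left out. Without pair 1 or pair 3 there were 0 enriched and 0 depleted bins (254 and 177, and 274 and 184, at an unadjusted p under 0.05). Without pair 2 there were 182 and 147, and without pair 4 there were 417 and 427. In the unpaired fit, leaving out leaf IPOD library 4 gave 26 enriched and 0 depleted bins, with 283 depleted at an unadjusted p under 0.05.

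The paired leaf calls formed 29 enriched and 17 depleted regions on TAIR10. The enriched region with the largest summed change was 501 to 1550 over most of psbA, with a mean log2 ratio of 0.78 and values of 1.10, 0.89, 0.96 and 0.18 in pairs 1 to 4. Others were 100801 to 101550 across the edge of rrn16S, mostly inside it, with a mean of 0.66, 36401 to 36800 over trnG (ArthCt116) and trnfM with 0.77, 47451 to 47800 at the edge of trnL (ArthCt101), mostly outside it, with 0.91, and 107151 to 107500 in rrn23S with 0.64. In the region at trnL pair 4 was at -0.036. The depleted region with the largest summed change was 124001 to 124350 in ycf1, with a mean of -0.50 and a range over pairs of -0.59 to -0.44. None of these regions was called in the unpaired fit, or in the paired fit without pair 1 or without pair 3, where no bin was called.

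Gene-level calls in leaf followed the bins. The unpaired fit called 0 higher and 0 lower of 111 genes, with 8 and 2 at an unadjusted p under 0.05, and the IPOD and input libraries did not overlap for 6 genes, where chance gives a share of 0.02857 of the genes. The paired fit called 16 higher and 3 lower, and 17 and 1 with centred libraries, 84.2% and 94.4% higher. Centring moved the median of all genes from -0.063 to 0.047. Of the 16 higher genes 12 were tRNA, 3 rRNA and 1 protein-coding; the 3 lower genes were protein-coding. There were 37 higher and 46 lower genes within libraries 1 and 3, and 0 and 0 within libraries 2 and 4, where 0 and 0 had an unadjusted p under 0.05. Without pair 4 the paired fit called 35 higher and 27 lower genes. Without pair 1, 2 or 3 it called 0 and 0, against 17 and 3, 25 and 15, and 22 and 4 at an unadjusted p under 0.05. Without leaf IPOD library 4 the unpaired fit called 4 higher and 0 lower genes, with 12 lower at an unadjusted p under 0.05.

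No leaf gene met the naming rule, and the next genes were chosen from the paired fit after their values were seen. The log2 ratio was 0.92 ± 0.54 (SD, n = 4) for trnT, 0.86 ± 0.49 for trnG (ArthCt116), 0.81 ± 0.46 for trnE, 0.78 ± 0.48 for trnQ and 0.73 ± 0.38 for psbA. Each was above 0 in 4 of 4 pairs, with a paired adjusted p of 0.0273 and an unpaired one of 0.484, 0.265, 0.546, 0.546 and 0.244. The 3 lower genes were rps15 at -0.39 ± 0.18, ycf1 at -0.36 ± 0.090 and rps3 at -0.33 ± 0.16, below 0 in 4 of 4 pairs, with paired adjusted p of 0.0273, 0.0273 and 0.0447 and unpaired ones of 0.484, 0.484 and 0.575. The 8 ratios, in this order, were 1.14, 1.07, 1.01, 0.98, 0.98, -0.38, -0.37 and -0.30 within libraries 1 and 3, and 0.70, 0.64, 0.61, 0.57, 0.48, -0.41, -0.35 and -0.36 within libraries 2 and 4. Over the alternatives the adjusted p of these 8 genes ran from 0.000615 to 0.998. Without leaf IPOD library 4 the unpaired adjusted p was 0.0375 for trnT, 0.00847 for trnG (ArthCt116) and 0.00847 for psbA. The ratio was 0.44 for trnE, 0.43 for trnQ and -0.16 for rps3 without leaf IPOD library 2.

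Of the genes always named, rrn16S was at 0.49 ± 0.25 (SD, n = 4) and rrn23S at 0.51 ± 0.23 in leaf, above 0 in 4 of 4 pairs, with a paired adjusted p of 0.0273 for each and unpaired ones of 0.696 and 0.678. The genes rbcL, rpoB and accD were not called in either fit. The ratio of rbcL was 0.18 ± 0.21, that of rpoB -0.26 ± 0.22 and that of accD -0.24 ± 0.096, with paired adjusted p of 0.162, 0.0866 and 0.0635 and unpaired ones of 0.647, 0.589 and 0.599. Signs were shared by 3 of 4 pairs for rbcL and rpoB and by 4 of 4 for accD. The ratios of rrn16S, rrn23S, rbcL, rpoB and accD were 0.68, 0.69, 0.35, -0.31 and -0.28 within libraries 1 and 3, and 0.30, 0.33, 0.018, -0.20 and -0.20 within libraries 2 and 4. The adjusted p within libraries 1 and 3 were 0.00155, 0.00099, 0.00995, 0.00359 and 0.00487, and within libraries 2 and 4 none of the 5 genes was called. Leaving out 1 library of a pair and keeping the other breaks the pairing, and in such unpaired fits the rRNA values moved widely, while the 4 pairs ran from 0.21 to 0.78 for rrn16S and from 0.26 to 0.80 for rrn23S. The ratio of rrn16S was 0.78, 0.012 and 0.78 without leaf IPOD library 1, 2 or 3, and that of rrn23S 0.76, 0.045 and 0.79. Without leaf input library 1, 2 or 3 they were 0.10, 1.06 and 0.17, and 0.16, 1.06 and 0.20. The ratio of rbcL was 0.063 and 0.30 without leaf input library 1 or 2, that of rpoB -0.17 and -0.39 without leaf IPOD library 2 or 4, and that of accD -0.087 without leaf IPOD library 2 and -0.37 without leaf input library 2.

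**Figure D2:**
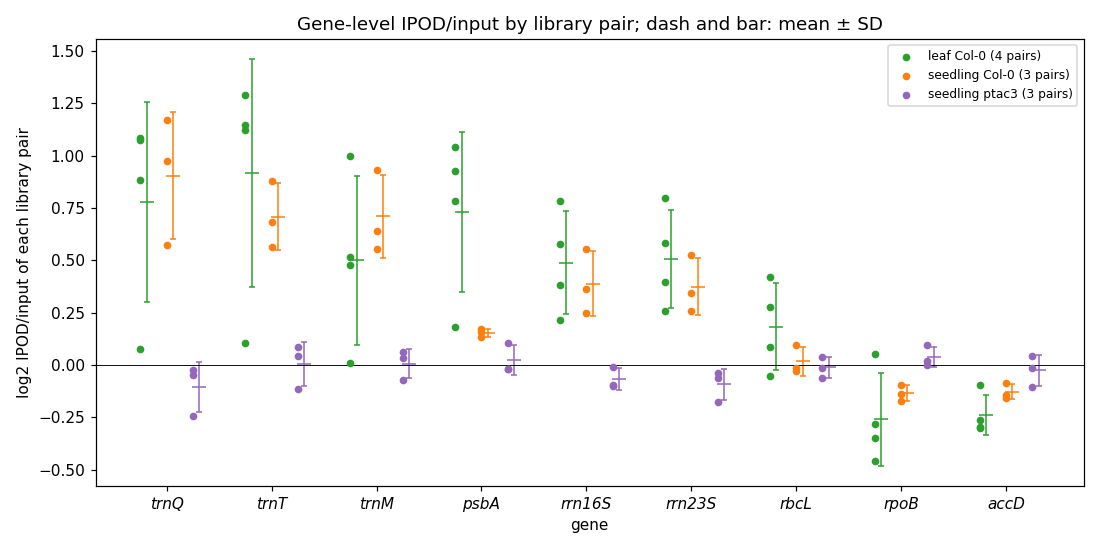
Log2 IPOD/input of each pair of libraries with the same number (points), with mean and SD, for 9 genes in leaf (4 pairs), Col-0 seedlings (3) and ptac3 seedlings (3). For trnQ, the 3 Col-0 seedling pairs average 0.90 and the 3 ptac3 pairs average -0.11, and 1 leaf pair lies near 0.

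In Col-0 seedlings the same question was asked with 3 IPOD against 3 input libraries. There were 51 enriched and 31 depleted bins, 62.2% higher. Centring the libraries gave 82 and 14, 85.4% higher. Among the alternatives that kept the Col-0 libraries unpaired, a fit of those libraries alone moved the counts most, to 194 and 191. Leaving out Col-0 input library 1, 2 or 3 gave 22, 8 or 23 enriched and 3, 0 or 4 depleted bins. Leaving out Col-0 IPOD library 1 or 2 gave 17 or 6 enriched and 1 or 0 depleted bins, and leaving out the third, whose labels disagree, gave 49 and 11. The ptac3 libraries entered through the shared spread: there were 84 enriched and 60 depleted bins without ptac3 input library 1, 34 and 8 without ptac3 input library 2, and 33 and 4 without ptac3 IPOD library 2. At an unadjusted p under 0.05, 187 bins were depleted without Col-0 input library 2 and 310 without Col-0 IPOD library 2.

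The Col-0 seedling calls formed 20 enriched and 17 depleted regions on TAIR10. The enriched regions with the largest summed change were 47401 to 47900 at the edge of trnL (ArthCt101), mostly outside it, with a mean log2 ratio of 0.77, and 100751 to 101050 between trnV (Arthct121) and rrn16S, reaching into both, with 0.85. They were followed by 6601 to 6750 over trnQ with 0.92, 114201 to 114350 over trnL (Arthct122) with 0.87 and 52001 to 52150 over trnM with 0.73. Each was above 0 in 3 of 3 pairs. The depleted region with the largest summed change was 97001 to 97400 at the edge of ndhB, mostly outside it, with a mean of -0.53 and below 0 in 3 of 3 pairs. Single regions were not tested under the alternatives.

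At the gene level 8 of 111 genes were higher and 4 lower in Col-0 seedlings, and 8 and 1 with centred libraries, 66.7% and 88.9% higher. The 8 higher genes were tRNA genes and the 4 lower ones protein-coding. IPOD and input libraries did not overlap for 48 genes, where chance gives 10% of the genes. Of the 8 higher genes 6 were also higher in the paired leaf fit. Without Col-0 input library 1, 2 or 3 there were 6, 4 or 4 higher and 0 lower genes (9, 6 and 10 lower at an unadjusted p under 0.05). Without Col-0 IPOD library 1 or 2 there were 4 higher and 0 lower genes (7 and 11 lower at an unadjusted p under 0.05). These genes were named after their values were seen. The ratio was 0.90 ± 0.30 (SD, n = 3) for trnQ with an adjusted p of 0.00138, 0.71 ± 0.20 for trnM with 0.00111 and 0.71 ± 0.16 for trnT with 0.000599, in 3 of 3 pairs, and the highest adjusted p over the alternatives was 0.0145, 0.00892 and 0.00547. For trnL (Arthct122) it was 0.85 ± 0.27 with an adjusted p of 0.0145 and for trnP 0.71 ± 0.25 with 0.021, in 3 of 3 pairs. Over the alternatives these 2 ran up to 0.0801 and 0.108: for trnL (Arthct122) 0.0745 and 0.0801 without Col-0 input library 2 or 3 and 0.0698 and 0.0724 without Col-0 IPOD library 1 or 2, and for trnP 0.0745, 0.102, 0.108 and 0.0844 in the same order. With centred libraries it was 0.0504 for trnP.

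The 4 lower genes in Col-0 seedlings were ndhB at -0.25 ± 0.053 (SD, n = 3), ycf2 at -0.24 ± 0.064, psaC at -0.24 ± 0.040 and rpl2 at -0.22 ± 0.025, in 3 of 3 pairs, with adjusted p of 0.0299, 0.0299, 0.0328 and 0.0328. None was called without Col-0 input library 1, 2 or 3 or without Col-0 IPOD library 1 or 2, where the adjusted p of the 4 genes was 0.0745 to 0.139. Without Col-0 IPOD library 3 it was 0.0582 for psaC and 0.07 for rpl2, and without ptac3 IPOD library 2 it was 0.0546 for psaC. With centred libraries the 4 genes had adjusted p of 0.308 to 0.329. With the trend with input level removed 14 genes were higher and 0 lower, with 0 lower at an unadjusted p under 0.05. Over the alternatives the adjusted p of the 4 genes ran from 0.00142 to 0.616. Of the preset genes psbA was at 0.15 ± 0.020, rrn16S at 0.39 ± 0.16 and rrn23S at 0.37 ± 0.14, in 3 of 3 pairs, with adjusted p of 0.131, 0.203 and 0.224, and none was called in the fit of all seedling libraries. With the Col-0 libraries alone the adjusted p was 0.047 for rrn16S and 0.047 for rrn23S. With the input-level trend removed, the unpaired fit put psbA at 0.29 with an adjusted p of 0.0153. It put rrn16S and rrn23S at 0.24 and 0.18 with 0.616 and 0.764. Adjusted p was 0.148 for rpoB at -0.13 ± 0.039, 0.375 for accD at -0.13 ± 0.036 and 0.897 for rbcL at 0.018 ± 0.067, which ran from -0.040 to 0.048 when 1 library was left out.

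In ptac3 seedlings 0 bins were enriched and 0 depleted, with 31 and 12 at an unadjusted p under 0.05. At the gene level 0 genes were higher and 0 lower, with 4 and 1. With centred libraries the unadjusted counts were 23 enriched and 37 depleted bins, and 2 higher and 1 lower genes. The counts of called bins and genes were 0 in each alternative tried, those that left out 1 library included. IPOD and input libraries did not overlap for 6 of 111 genes, where chance gives 10%. The 8 genes that were higher in Col-0 seedlings had mean log2 ratios of 0.24 to 0.90 there and of -0.14 to 0.19 in ptac3. The ratios of psbA, rbcL, rrn16S and rrn23S in ptac3 were 0.024 ± 0.072, -0.011 ± 0.050, -0.068 ± 0.053 and -0.092 ± 0.074 (SD, n = 3), and those of rpoB and accD 0.039 ± 0.049 and -0.026 ± 0.073, with adjusted p of 0.953 to 0.992.

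The genotype comparison asks whether recovery with protein, relative to input, differs between ptac3 and Col-0 seedlings. It was lower in 0 bins and higher in 0, with 95 and 119 at an unadjusted p under 0.05. Among alternatives with all libraries and no block, limma-trend with robust variances moved these counts most, to 37 and 9. Without Col-0 IPOD library 3 there were 10 lower bins and without ptac3 input library 1 there were 7. With centred libraries 7 were lower, and centring moved the median difference over bins from 0.11 to -0.018 and over genes from 0.088 to -0.039. At the gene level 3 of 111 genes were lower and 0 higher, with 8 and 8 at an unadjusted p under 0.05. The unadjusted counts depended on scaling: with centred libraries 13 genes were lower and 0 higher, and 169 bins lower and 29 higher. The ratios of the 3 pairs per genotype did not overlap for 55 genes, where chance gives 10%. Leaving out Col-0 input library 2 gave 0 genes, with 8 lower and 5 higher at an unadjusted p under 0.05. There was 1 lower gene without Col-0 IPOD library 2 or without ptac3 input library 3. There were 7 without Col-0 IPOD library 3, and 8 lower and 1 higher without ptac3 IPOD library 1.

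The 3 lower genes met the naming rule and were tRNA genes. The difference was -1.01 with a standard error (SE) of 0.20 and an adjusted p of 0.0213 for trnQ, -0.70 with an SE of 0.13 and an adjusted p of 0.0162 for trnT, and -0.70 with an SE of 0.15 and an adjusted p of 0.024 for trnM. In ptac3 their ratios were -0.11 ± 0.12 (SD, n = 3), 0.0049 ± 0.11 and 0.0074 ± 0.070, each pair below each of the 3 Col-0 pairs. Over the alternatives the adjusted p ran from 0.000723 to 0.0735 for trnQ, from 5.31e-12 to 0.0534 for trnT and from 0.000853 to 0.0778 for trnM. It was 0.0592 for trnQ with centred libraries, and 0.0534, 0.0735 and 0.0538 without Col-0 input library 2, Col-0 IPOD library 2 and ptac3 input library 3. For trnT it was 0.0534 without Col-0 input library 2. For trnM it was 0.075 with a pseudocount of 50%, 0.0757 with both repeat copies, 0.0587 and 0.0622 without Col-0 input library 1 or 2, 0.0737 without Col-0 IPOD library 2, and 0.0664 and 0.0778 without ptac3 input library 2 or 3. In the unpaired fit no difference of a preset gene was called. They were -0.46 for rrn16S and -0.47 for rrn23S with an adjusted p of 0.346 each, -0.13 for psbA with 0.358 and 0.17 for rpoB with 0.342. With centred libraries the differences were -0.26 for psbA and 0.046 for rpoB, and with the input-level trend removed -0.26 and 0.027. Without ptac3 input library 1 the differences were -0.27 for rrn16S and -0.28 for rrn23S. Without ptac3 IPOD library 3 they were -0.31 for rrn23S and -0.085 for psbA. For accD the difference was 0.10 with an adjusted p of 0.58, and it was -0.025 with centred libraries. It was 0.047 and 0.16 without ptac3 input library 1 or 3, and 0.20 and 0.035 without ptac3 IPOD library 1 or 3. The difference for rbcL was -0.029 with an adjusted p of 0.891, and it was -0.16 with centred libraries. It was 0.029, 0.043 and 0.020 without Col-0 input library 2, ptac3 input library 1 and ptac3 IPOD library 3.

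**Figure D3:**
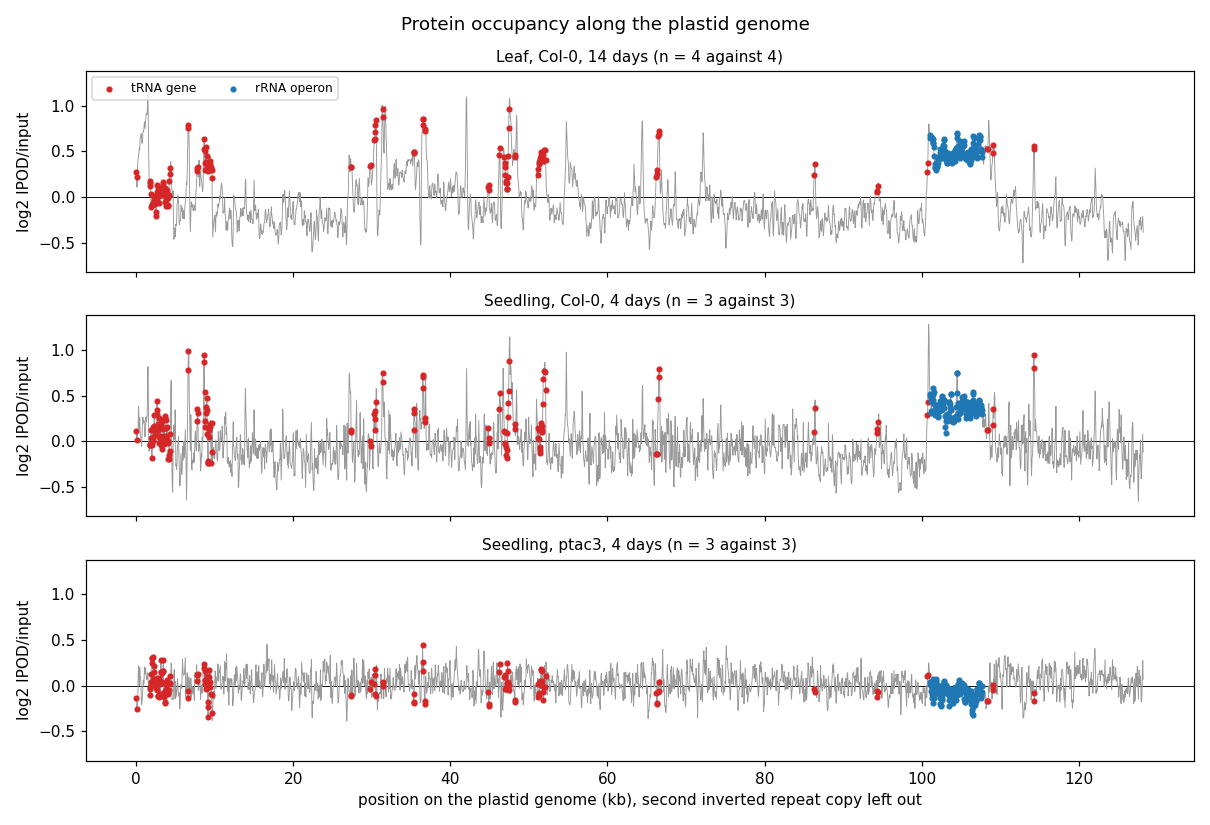
Mean log2 IPOD/input of 50 bp bins along the plastid genome in leaf, Col-0 seedlings and ptac3 seedlings, with bins of tRNA genes (introns included) in red and of the rRNA operon in blue. The operon lies above other bins by 0.57 in leaf and 0.43 in Col-0 seedlings, and by -0.11 in ptac3.

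Genes read mainly by PEP were set against genes read mainly by NEP, since plastids use both polymerases. In leaf the mean log2 ratio of the PEP list minus that of the NEP list was 0.29 ± 0.16 (SD, n = 4), above 0 in 4 of 4 pairs, and was 0.057 in pair 4. The rotation permutation p was 0.027 (0.0324 adjusted over 18 tests), and the exact permutation p over libraries was 0.0857 (0.15 adjusted over 6 tests). The median over genes moved it most among the alternatives with all libraries, to 0.21 with a rotation p of 0.152, and without clpP, ycf1 and ycf2 in the NEP list it was 0.30 with a rotation p of 0.053. The mean of the PEP list was 0.023 ± 0.033 and that of the NEP list -0.27 ± 0.13 (SD, n = 4). The difference thus lay mainly in low values of the NEP genes. The PEP minus NEP difference was 0.37 within libraries 1 and 3 and 0.21 within libraries 2 and 4. Without leaf IPOD library 1 or 3, or leaf input library 2, it was 0.24, 0.25 and 0.27, with rotation p of 0.079, 0.086 and 0.17. Of the 27 PEP genes 0 were called over all genes and 0 adjusted over the list alone, with 2 at an unadjusted p under 0.05. Of the 8 NEP genes these counts were 0, 0 and 2. In the paired fit 1 PEP gene was higher and 2 NEP genes lower over all genes. For ptac3 against Col-0 the class difference was -0.058, with a rotation permutation p of 0.543 (0.575 adjusted) and an exact permutation p of 0.2 (0.24 adjusted). Without ptac3 IPOD library 3 it was -0.034. The class difference was 0.11 ± 0.028 in Col-0 and 0.051 ± 0.053 in ptac3 (SD, n = 3 each). For this difference 0 PEP and 0 NEP genes were called over all genes and 0 and 0 adjusted over the list alone, with 2 and 3 at an unadjusted p under 0.05.

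Genes were also set against the sequence between them in leaf. The mean of 1762 bins in genes minus that of 802 other bins was -0.062 ± 0.17 (SD, n = 4), below 0 in 3 of 4 pairs. The rotation permutation p was 0.186 (0.209 adjusted) and the exact permutation p 0.743 (0.743 adjusted). With protein-coding genes only it was -0.23 with a rotation p of 0.006. In that setting the bins of tRNA and rRNA genes counted among the other bins, so it does not set genes against the sequence between them. With all genes the difference was -0.092 within libraries 1 and 3 and -0.031 within libraries 2 and 4. Without leaf IPOD library 4 it was -0.18 with a rotation p of 0.003, and without leaf input library 1 or 3 it was -0.11 and -0.10 with rotation p of 0.008 and 0.015. Without leaf IPOD library 1 or 3 it was -0.0036 and -0.0068, without leaf input library 2 it was -0.0050, and without leaf input library 4 it was -0.026.

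The comparison of tRNA genes with protein-coding genes was added after the data were seen. It used 28 tRNA genes outside the rRNA operon and 78 protein-coding genes. The difference was 0.55 ± 0.31 (SD, n = 4) in leaf, 0.36 ± 0.16 (SD, n = 3) in Col-0 seedlings and -0.10 ± 0.055 (SD, n = 3) in ptac3. It was above 0 in 4 of 4, 3 of 3 and 0 of 3 pairs. The genotype difference was -0.46. Each of these 4 values had a rotation permutation p of 0.001, the smallest the rotations can give (0.0018 adjusted over 18 tests). Over libraries the genotype difference had an exact permutation p of 0.1, the smallest possible for 3 against 3 (0.15 adjusted over 6 tests). With the 17 protein-coding genes of up to 200 bp as the comparison the values were 0.51, 0.32, -0.15 and -0.46, with rotation p of 0.001 each. The ptac3 value of -0.10 was -0.012 without ptac3 input library 1 and -0.0057 without ptac3 IPOD library 3, with rotation p of 0.627 and 0.846. Without ptac3 input library 3 or ptac3 IPOD library 1 it was -0.17 and -0.21. Against the short genes the ptac3 value of -0.15 was -0.022 and -0.24 without ptac3 input library 1 or 3, and -0.26 and -0.048 without ptac3 IPOD library 1 or 3. In leaf the difference was 0.69 within libraries 1 and 3 and 0.41 within libraries 2 and 4. Without leaf IPOD library 2 it was 0.30, and 0.24 against the short genes, with rotation p of 0.002 and 0.015. The genotype difference ran from -0.57 to -0.36 over its alternatives, and the Col-0 value from 0.29 to 0.43.

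The rRNA operon, 134 bins, was compared with the other bins in the same way and also after the data were seen. The operon was higher by 0.57 ± 0.23 (SD, n = 4) in leaf and by 0.43 ± 0.17 (SD, n = 3) in Col-0 seedlings, in each pair. In ptac3 the value was -0.11 ± 0.045 (SD, n = 3), below 0 in 3 of 3 pairs, and the genotype difference was -0.54. Rotation permutation p were 0.006, 0.005, 0.013 and 0.004, and adjusted over 18 tests 0.00831, 0.0075, 0.0167 and 0.00655. The exact permutation p of the genotype difference in operon bins was 0.1, the smallest possible (0.15 adjusted over 6 tests). In leaf the value was 0.081 without leaf IPOD library 2, and 0.22 and 0.25 without leaf input library 1 or 3, with rotation p of 0.656, 0.15 and 0.094. It was 0.85 without leaf IPOD library 3 and 1.12 without leaf input library 2. Within libraries 1 and 3 it was 0.75 and within libraries 2 and 4 it was 0.38. The ptac3 value was 0.13 without ptac3 input library 1 and 0.071 without ptac3 IPOD library 3, with rotation p of 0.004 and 0.016. The rotation p thus fell under 0.05 in both directions, and it does not measure the spread between libraries. Without ptac3 IPOD library 2 the ptac3 value was -0.060 with a rotation p of 0.112. It was -0.19, -0.27 and -0.34 without ptac3 input library 2, ptac3 input library 3 and ptac3 IPOD library 1. The genotype difference ran from -0.77 to -0.30 over its alternatives, with rotation p of 0.004 to 0.006, and was -0.30 and -0.36 without ptac3 input library 1 and ptac3 IPOD library 3. With the trend with input level removed from each pair it was -0.25, with values of 0.21 to 0.33 in the Col-0 pairs and of 0.029 to 0.044, above 0, in the 3 ptac3 pairs.

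The amplitude of a profile was taken as its SD across bins. It was 0.29 ± 0.044 in Col-0 and 0.19 ± 0.044 in ptac3 seedlings (SD, n = 3 each), a difference of -0.10 with an exact permutation p of 0.1, the smallest possible (0.15 adjusted over 6 tests). With the counting noise removed the difference was -0.12. Across bins, the leaf and Col-0 seedling profiles had a Pearson's r of 0.65 and a Spearman's rho of 0.543, with a rotation permutation p of 0.001 each, the smallest the rotations can give. The r was 0.572 with leaf libraries 1 and 3 only and 0.643 with leaf libraries 2 and 4 only, and 0.517 to 0.672 when 1 library was left out. The leaf and ptac3 profiles had an r of 0.013 with a rotation p of 0.758, and the Col-0 and ptac3 profiles an r of 0.159 with a rotation p of 0.001. Adjusted over 18 tests these p were 0.0018, 0.758 and 0.0018. Bins are not independent replicates, and leaf and seedling libraries differed in age, tissue, growth and crosslinking order together.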

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

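Each test in this part was chosen after the result it bears on was seen.

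Leaf pair 4 stood far from the other 3 pairs. Of 35 leaf measures examined for a far sample, 7 had one, and chance gives about 5% of such measures. In each of the 7 it was pair 4, at the low end; the measures share genes and are not independent. The PEP minus NEP difference was 0.0575 in pair 4, the mean of tRNA genes outside the rRNA operon 0.0451, tRNA minus protein-coding genes 0.0841 and tRNA minus short protein-coding genes 0.128. Single genes were trnT at 0.107, trnG (ArthCt116) at 0.120 and trnE at 0.129. Pairs 1 to 3 had tRNA minus protein-coding values of 0.72, 0.73 and 0.66. Lower amplitude over the whole profile, as poor separation of bound DNA would give, does not by itself give this pattern. The operon bins of pair 4 kept 68.5% of the mean of the other pairs and tRNA genes 7.69%. Of 28 tRNA genes 25 were under the share that the operon kept. The amplitude of pair 4 was still the lowest, 0.243 against 0.431, 0.501 and 0.360 in pairs 1 to 3. A trend with the depth pattern that leaf libraries 2 and 4 share with the seedlings was also tested. The ratio of pair 4 followed the mean seedling input with an r of 0.69, against -0.26 to 0.34 for the others. With that trend removed, tRNA minus protein-coding genes was -0.0251 in pair 4 and 0.55 to 0.79 in pairs 1 to 3, so the trend alone is not the source of the low value. The operon minus other bins was then 0.138 in pair 4 and 0.308, 0.360 and 0.246 in pairs 1 to 3. Lower amplitude together with this trend therefore stays open. Depth does not separate pair 4, whose IPOD library had the second highest mean depth, 943. What sets pair 4 apart stays open: the labels give no difference in handling, and a biological difference between the plants was not tested.

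The genotype difference at trnQ (-1.01), trnT (-0.70) and trnM (-0.70) stood out because the fitted difference between ptac3 and Col-0 seedlings itself was called; the log2 ratios were above 0 in 3 of 3 Col-0 pairs for each gene. The same held for tRNA genes as a class, by -0.46. Several technical explanations are argued against. With the trend with input level removed, the class difference was -0.401, and the 3 ptac3 pairs (-0.12 to 0.012) stayed below the 3 Col-0 pairs (0.21 to 0.46). The input libraries differed by -0.146 with an SE of 0.10 in the same measure; that is the opposite of what a ratio lowered by its input needs, and the IPOD libraries differed by -0.60. Lower depth is not there, with a mean IPOD depth of 209 in ptac3 and 157 in Col-0, and the 4 wild-type pairs with a shallower IPOD library had a value of at least 0.195. A mislabelled Col-0 IPOD library 3 would weaken the difference, which was -0.535 without it; its ratio also correlated with those of Col-0 pairs 1 and 2 at 0.536 to 0.552 and with the ptac3 pairs at -0.058 to 0.243. It remains open whether bound DNA was separated at all in ptac3. The ratios of its 3 pairs correlated at a mean of 0.205, against 0.536 to 0.667 in Col-0. Pair 1 shared a profile with pairs 2 and 3 beyond shifted profiles (rotation permutation p of 0.001), but shared input features could give that too. A failed or weak separation and a lower occupancy of tRNA genes cannot be told apart here, because the files hold no measure of recovered protein or DNA amount. A lower occupancy in ptac3 may be the source, as a hypothesis, and batches of seedling libraries are not given in the labels.

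The rRNA operon was lower in ptac3 by -0.54 relative to other bins. The input libraries differed by -0.265 with an SE of 0.27, so a raised input in ptac3 is argued against. The operon has the deepest inputs of the seedlings, and a trend with input level was tested by comparing 66 operon bins with 59 other bins of the same input level. The genotype difference of the operon minus that of the other bins was -0.454, with gaps of 0.38 to 0.55 in Col-0 pairs and of -0.015 to 0.079 in ptac3 pairs. With the trend removed from all bins the difference was -0.246, with 0.21 to 0.33 in Col-0 pairs and 0.029 to 0.044 in ptac3 pairs. The differences of rrn16S and rrn23S were then -0.20 and -0.16, with an adjusted p of 0.963 each in the unpaired fit. With the numbers as a block the adjusted p was 0.0483 and 0.0615, though the Col-0 numbers were not taken as pairs. The trend is therefore argued against as the whole source, and part of the difference may come from it. The question of separation in ptac3 (mean r of 0.205) covers this result as well, and genotype stays among the open explanations.

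For 3 genes all 4 leaf pairs had a ratio of 1 sign and all 3 Col-0 seedling pairs the other, and the difference between leaf and seedlings was not tested. The mean log2 ratio of psbD was 0.259 in leaf and -0.080 in seedlings, that of psbF 0.0888 and -0.056, and that of rpl36 -0.188 and 0.072. Random signs would give 1.73 genes out of 111, and a share of 0.2513 of random draws had as many. The 3 genes may be what chance gives; age, tissue, growth and crosslinking order differ together and stay open.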

How the results depend on the processing

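The alternatives below were fixed before the data were examined, except removal of the trend with input level, the splits of the leaf libraries by number, removal of counting noise from the amplitude, the paired leaf fits with centred libraries, with the trend removed or without 1 pair, and all alternatives of the tRNA and rRNA operon comparisons, which were chosen after seeing the data. Of the 37 results for single named genes, 692 alternatives were computed: 597 kept the direction and the side of the threshold, 52 were weaker, 35 stronger and 8 reversed. The alternative without a filter removed no bin and tests nothing.

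In leaf, the replicate block moved the count of enriched bins from 0 to 130, of depleted bins from 0 to 35 and of called genes from 0 to 19. Libraries 1 and 3 alone gave 553, 1079 and 83. The pairs follow the libraries' own differences, as the correlations by number show, and the block takes these out of the spread. Leaving out 1 library gave 0 to 26 enriched bins, 0 depleted bins in each fit and 0 to 4 genes. The other alternatives kept the counts at 0.

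In the paired leaf fit, removal of the trend with input level gave 314 enriched and 101 depleted bins, and centred libraries 10 depleted bins. Leaving out 1 pair gave 0 to 417 enriched bins, 0 to 427 depleted bins and 0 to 62 genes. The fits without a pair all have the same number of libraries, so fewer libraries alone do not explain the zeros. Among these fits, bins were called only where pairs 1 and 3 were both kept. The ratios of these 2 pairs had an r of 0.938 over bins, so the bin calls depend on them. The cause of the higher counts was not tested.

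In Col-0 seedlings the 51 enriched and 31 depleted bins became 27 enriched (depleted bins within 1.5 times) with 100 bp bins, and 14 and 10 with 200 bp bins, where fewer bins were tested. Centred libraries gave 82 and 14, limma-trend with robust variances 101 and 183, and the 2 groups alone 194 and 191. Both repeat copies gave 51 depleted bins, and removal of the input-level trend gave 9. Leaving out 1 library gave 6 to 84 enriched and 0 to 60 depleted bins. The 12 called genes became 22 with limma-trend and 22 with the 2 groups alone, and 4 to 14 when 1 library was left out. Leaving out a Col-0 library leaves fewer samples; for the other changes the cause was not tested.

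For ptac3 against Col-0 the count of 0 lower bins became 2 with 200 bp bins, 7 with centred libraries and 37 with limma-trend, and 0 to 10 when 1 library was left out. The count of 0 higher bins became 9 with limma-trend and was 0 in each fit without 1 library. The 3 called genes became 8 with limma-trend and 5 with the input-level trend removed, and 0 to 9 when 1 library was left out. The cause was not tested. The counts of ptac3 alone were 0 in every alternative run.

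The Col-0 seedling numbers were not taken as pairs, since the correlation of deviations by number was 0.257, 0.221 and 0.023, and the genotype difference, which uses these libraries, was not paired either. As a replicate block the numbers gave 284 enriched and 359 depleted bins and 36 genes in Col-0. There the adjusted p of rrn16S and rrn23S was 0.00272 each, that of psbA 0.0289 and that of rpoB 0.0428. With the input-level trend removed as well, it was 0.00289 for rrn16S, 0.00558 for rrn23S, 0.00276 for psbA and 0.864 for rpoB. For the genotype difference the block gave 131 lower and 55 higher bins and 32 genes. There rrn16S and rrn23S had an adjusted p of 0.00797 each. In ptac3 the numbers were taken as pairs, on r of 0.771, 0.228 and 0.750. The block changed no call there: it gave 0 bins and 0 genes (210 enriched and 80 depleted bins, 11 higher and 4 lower genes at an unadjusted p under 0.05).

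The PEP minus NEP difference in leaf kept its direction. Its rotation p passed the threshold at 0.29 and no longer did with medians (0.213) or with clpP, ycf1 and ycf2 left out of the NEP list (0.297); it was 0.239 to 0.381 when 1 library was left out. The genotype difference of this measure was -0.0818 to -0.0340 in such fits. The difference between genes and other sequence in leaf passed the threshold with protein-coding genes only (-0.228), where tRNA and rRNA genes counted as other sequence. With all genes it ran from -0.177 to -0.00358 without 1 library. The cause was not tested. The amplitude difference was -0.127 to -0.0787 and the leaf to Col-0 correlation 0.517 to 0.672 in such fits, and both kept their direction in every alternative.

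Direction changed for values near 0 and for the rRNA operon in ptac3, where the reversed values also had a rotation p under 0.05. The rRNA operon minus other bins in ptac3 ran from -0.342 to 0.127 when 1 library was left out, and was 0.0709 without ptac3 IPOD library 3. With the trend with input level removed from each pair it was 0.0290 to 0.0436 in the ptac3 pairs. In Col-0, rbcL was -0.00619 with both repeat copies, and ran from -0.0399 without Col-0 input library 2 to 0.0479 when 1 library was left out. The genotype difference of rbcL was 0.00694 with both copies, and 0.0285, 0.0431 and 0.0198 without Col-0 input library 2, ptac3 input library 1 and ptac3 IPOD library 3, with a range of -0.103 to 0.0431 when 1 library was left out. That of accD was -0.0253 with centred libraries and -0.0363 with the input-level trend removed. The cause was not tested, apart from the shift of the median that centring makes.

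Depth limits these results. In the shallowest library counting noise had an SD of 0.204 per bin of the inverted repeat. Over these bins leaf replicates differed by 2.27 to 853 times the noise variance. Col-0 IPOD libraries 2 and 3 differed by 1.58 times and ptac3 input libraries 2 and 3 by 2.5 times. Noise is therefore a large part of the spread in some groups, and bins outside the repeat were not measured in this way.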

Other observations

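Each test in this part was chosen after the result it bears on was seen.

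Other splits of the same libraries into groups of the same sizes were fitted. Where 0 were called, every split gives at least as many, so these counts were fixed and test nothing: 35 of 35 for the bins and 35 of 35 for the genes of the unpaired leaf fit, 10 of 10 for the bins and 10 of 10 for the genes of ptac3, and 10 of 10 for the bins of the genotype difference. In leaf, the split of numbers 1 and 3 against 2 and 4 gave 845 bins and 23 genes, so the libraries part more by number than by fraction; the paired fit gave 165 bins and 19 genes. Among the 8 splits that part each pair, the real one alone gave as many paired bins (1 of 8) and genes (1 of 8). For Col-0 seedlings 1 of 10 splits, the real one, gave as many as the 82 bins, and 1 of 10 as many as the 12 genes. For ptac3, 2 splits gave calls, up to 744 bins. For the genotype difference 1 of 10, the real one, gave as many as the 3 genes. With 8 or 10 splits the share cannot fall under 0.1, so for these results with calls the real and other groupings cannot be told apart at 5% by this count.

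Leaf libraries 1 and 3 stood apart from libraries 2 and 4. Sequencing depth is argued against as the source: inputs 1 and 3 differed 7.51 times in mean depth and had an r of 0.9443, while inputs 3 and 4 differed 2.01 times and had an r of 0.33. A depth pattern shared with the seedling libraries was present in inputs 2 and 4, with r of at least 0.6858 with each seedling input, and absent in inputs 1 and 3, with r of -0.22 to -0.095. A preparation step common to libraries 2 and 4 and the seedlings is a candidate explanation; the labels do not record one, and no biological explanation was tested.

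In wild type, tRNA genes lay above protein-coding genes in leaf and in Col-0 seedlings. Chance alignment of the profile with the annotation is argued against by a rotation permutation p of 0.001, the smallest the rotations can give. Short gene length is argued against by a difference of 0.3173 from protein-coding genes of up to 200 bp in Col-0, and a trend with input level by a difference of 0.3465 once the trend was removed (0.57 in leaf, 0.090 to 0.93 over pairs). Base composition was not tested and stays open, so a higher protein occupancy of tRNA genes is a hypothesis, found and tested on the same data.

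The PEP and NEP gene classes in leaf differed with a rotation permutation p of 0.027. Chance alignment of profile and annotation stays open, since the p was 0.152 with medians (0.2127), and the exact permutation p over libraries was 0.0857. A difference between the classes and chance alignment cannot be told apart with these libraries, because the call changed with the alternatives. As an exception in this part, the gene lists and the alternative with medians were fixed before the data were examined.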
